A study of Mus musculus with 6 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

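Splenic CD8+ T cells of 3 WT and 3 Runx3-/- mice were activated in culture, and total RNA of each mouse's cells was hybridised to 1 Affymetrix mouse gene ST 1.0 array. Per the labels and the study's methods, the authors imported the scanner files into Partek Genomics Suite and normalised them by robust multichip average (RMA) with GC correction, which subtracts background, quantile-normalises probes across arrays and summarises them per transcript cluster. The deposited values are log2 values, 1 column per array with no pooling. The versions of Partek and of the annotation are not given in the sources used here. RMA values have no detection calls, and the background level used by the authors is not given either. Low values are compressed by this kind of summary, so that a change of a dim gene is understated.

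The table had 35399 rows. A table of probes and genes paired 21789 rows with exactly 1 gene symbol and 1621 with several, and 11989 rows were not named here. The rows with 1 symbol covered 19938 genes. No symbol needed an update through its Entrez ID, and 91 rows had an ID that is not in the gene table used (assembly GRCm38, used for names and for which genes neighbour each other). For each gene the row with the highest mean was kept. A gene was tested if its highest of 6 values reached the median of all values in the table, 4.26 on the log2 scale, which stands in for the background level. This left 10021 genes, and 9917 were dim on every array. The 8825 bright rows with no gene or several genes were tested on their own.

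Groups and replicate numbers were taken from the labels. WT and KO-labelled arrays were compared with limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes, two-sided, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. All log2 changes are KO-labelled minus WT, and standard errors (SE) are moderated ones from limma. A second count used the study's threshold, an unadjusted p of 0.05 with a 1.5-fold change, in the same fit. The replicates are individual mice, so the p-values measure the spread between mice together with that of their cultures. The replicate numbers are not taken to pair the arrays, on a weak check given below. Figures were drawn with matplotlib 3.10.9.

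Gene lists were written before the data were examined but after the study and its supplementary gene lists had been read, including lists drawn from these arrays. There were 47 lists, and 40 had at least 4 tested genes. They were tested with camera in limma with its preset inter-gene correlation of 0.01, which compares a list with all other tested genes, and p-values were adjusted over the lists. Because genes of a list vary together between cultures, the camera test was repeated with an estimated correlation, with ranks, and fry was run as well. Counts of members are given over all genes and adjusted over the list alone. Some lists taken from the study hold slightly fewer genes here than their titles state, as symbols altered into dates were left out and the rest of the shortfall was not traced.

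The genes named in the text follow a rule set before the data were examined. It takes Runx3, the 10 largest rises and 10 largest falls among genes past the adjusted threshold whose groups did not overlap (leaving out predicted genes, clone names, small RNAs and receptor segments), up to 4 members past the threshold in each list or else the member with the smallest p, up to 6 for markers of other cell types, and every member of the 4 short lists named in the study's text. Xist, Eif2s3y and Uty, of a fixed list that checks the sex labels, were also singled out once their values were seen. The following genes were chosen after their values were seen: Gzma, Gzmb, Gzmk, Prf1, Ifng, Eomes, Cd8a, Cd8b1, Ifitm2, Ifitm3, Ccr9, Klrc1, Slamf7, S1pr1, Tox, Bcl6, Serpinb6b, Cxcr6, Ccr2, Lztfl1, Gpr15, Cldnd1, Mt1, Mt2, Btla, Als2cl, Itpripl2, Ier3, Bank1, H2-Eb1 and Cd74.

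The fit was tested on simulated data with the means and spreads of the 10021 genes, in which 50 genes each were moved by log2 changes of 1, 2, 3 and 4. It called 50%, 86%, 98% and 100% of them, with 3 calls among unchanged genes, while 189 unchanged genes passed the study's threshold. Of 100 unmoved random lists of 20 genes, 2 had a camera p under 0.05. Genes were simulated independently of each other, whereas the real G2/M list had an estimated correlation of 0.98. The count therefore does not give the error rate of camera for lists whose genes vary together. Alternatives were the filter on dim rows, quantile or median normalization of the columns, the mean of a gene's rows, all rows, the replicate number as a block, trend and robust priors, an unmoderated linear model, array weights, a test against a 1.5-fold change, and each array left out. After the data were seen, a fit without WT2 and KO2 and a fit with the mean of the G2/M list as a covariate were added. The unmoderated model was planned before the data were seen, and afterwards it was also tried with several floors, the table median among them, against the length of the study's list of changed genes. The main floor and test were not altered by this.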

Results

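Gene expression was measured in CD8+ T cells (CD8-TC) from the spleens of Runx3-/- and WT mice after activation in culture. Runx3 is a Runt-domain transcription factor of cytotoxic lymphocytes, and the comparison asks which genes respond to its loss in IL-2-activated cells. There were 6 arrays, 3 per genotype, each from an individual mouse. Per the labels the mice were ICR males aged 6 weeks, the cells were stimulated through the T cell receptor (TCR) for 2 days, and IL-2 was then given at 100 units per ml for 4 days. Runx3-/- cells, unlike WT cells, were also sorted by flow cytometry, before culture against CD11c+ dendritic cells and after culture against CD4+CD8- cells, so this extra sorting goes with genotype. The array medians lay between 4.15 and 4.35 on the log2 scale, and 9262 to 9375 of the 10021 tested genes were at or above the median of the whole table on each array. The number of arrays limits the precision.

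The targeted gene did not separate the genotypes. Runx3 stood at 8.73 ± 0.45 (log2, SD, n = 3) in WT and at 9.10 ± 0.18 (n = 3) in the arrays labelled Runx3-/-, a difference of 0.37 (SE 0.24, adjusted p = 0.521). The array reads probes along the whole transcript, and the part of the gene that was disrupted is not given in the sources used here, so this value does not check the labels. The arrays are therefore called KO-labelled, and every direction below is given by the labels. Lists that the study drew from resting CD8-TC, which are other samples, kept their direction here at its threshold. Of genes higher in resting Runx3-/- cells, 62 were higher here and 2 lower. Of those lower in resting cells, 34 were lower here and 3 higher. This argues against an exchange of the group labels, as far as the labels of the resting samples hold. The sex label of 1 array was not borne out by its RNA. WT1, labelled male, had Xist, the RNA of the inactive X chromosome, at 10.6, against 3.31 to 3.40 on the other 5 arrays. In the same array the Y-linked genes Eif2s3y, Kdm5d and Uty stood at 3.93, 3.68 and 3.91, whereas on the other arrays they lay at 9.24 or more, 5.92 or more and 7.10 or more.

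**Figure D1:**
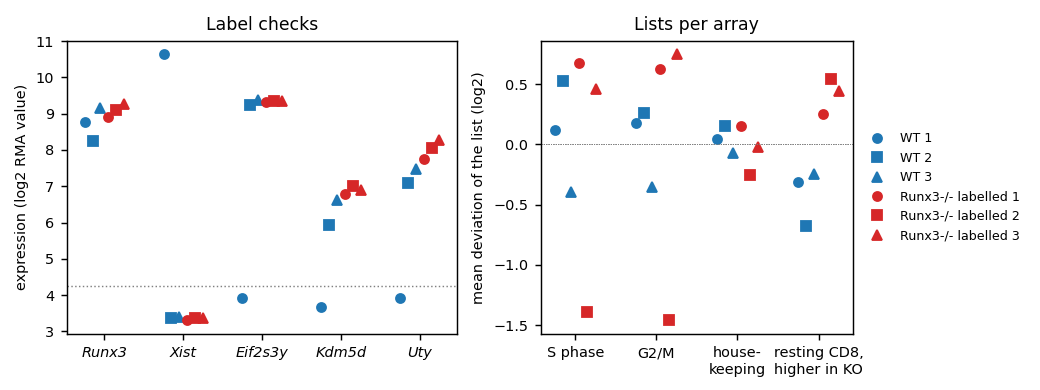
Left, log2 expression of Runx3, of Xist and of 3 Y-linked genes on each array (circles, squares and triangles are replicates 1, 2 and 3; blue WT, red KO-labelled; the dotted line is the table median). Right, mean deviation of 4 gene lists from each gene's own mean over the arrays (log2); WT1 stands apart for Xist at 10.6, and KO2 for the cell-cycle lists at -1.39 (S phase) and -1.46 (G2/M).

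Single genes differed in both directions, and the largest changes given here are ranked among genes past an adjusted p of 0.05 only. The largest falls were those of Ifitm1, an interferon-induced membrane protein (log2 change -5.70, SE 0.43, adjusted p = 0.00557), Lgals3, which encodes galectin-3 (-3.97, SE 0.41, adjusted p = 0.0160), Sytl3, a synaptotagmin-like protein (-3.82, SE 0.34, adjusted p = 0.00837), and Itgae, the integrin alpha chain CD103 (-3.46, SE 0.48, adjusted p = 0.0380). The largest rises were those of the tetraspanin Cd81 (4.17, SE 0.35, adjusted p = 0.00837), Dapl1 (3.84, SE 0.24, adjusted p = 0.00273), a second tetraspanin, Tspan32 (3.55, SE 0.18, adjusted p = 0.00229), and Runx1, the family member that shares the Runt domain with Runx3 (3.17, SE 0.22, adjusted p = 0.00489). Tspan32 went from 6.13 ± 0.24 (SD, n = 3) in WT to 9.68 ± 0.20 (n = 3), and Runx1 from 4.59 ± 0.13 (n = 3) to 7.76 ± 0.41 (n = 3).

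The other genes among the 10 largest rises were Ecm1 (3.02), the sialyltransferase St6gal1 (2.75), Izumo1r, which encodes folate receptor 4 (2.69), the ATP-gated channel P2rx7 (2.53), Abcg3 (2.30) and the adenylyl cyclase Adcy6 (2.29). Among the 10 largest falls were also Cables1 (-3.17), the inhibitory receptor Kir3dl1 (-2.95), the protease inhibitor Serpinb1a (-2.94), Gpr55 (-2.90), the chemokine Ccl3 (-2.87) and the ecto-nucleotidase Nt5e (-2.71). For each of these 20 genes all 3 KO-labelled arrays lay beyond all 3 WT arrays.

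**Figure D2:**
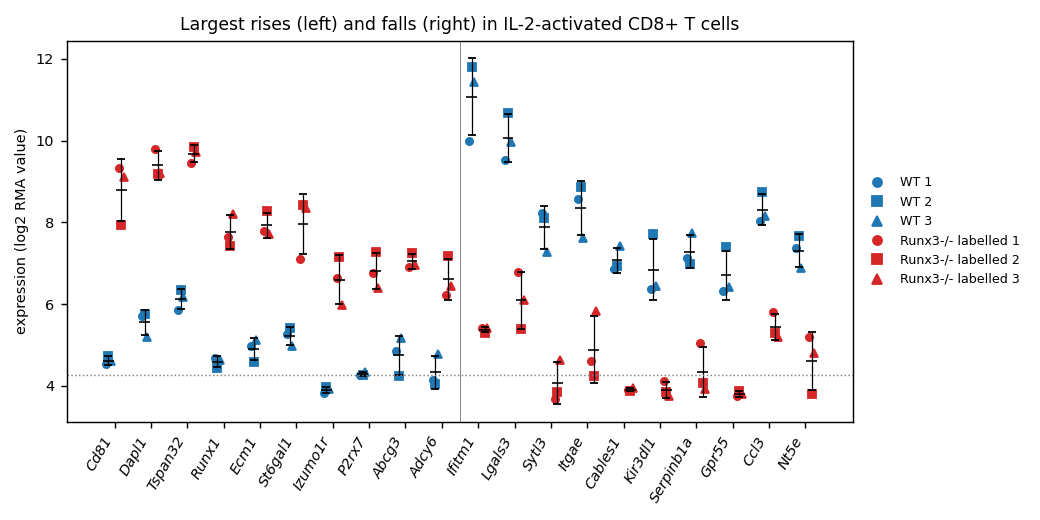
Log2 expression on each array of the 10 largest rises and the 10 largest falls among genes past an adjusted p of 0.05. Blue is WT and red KO-labelled, symbols are replicates, bars are mean ± SD (n = 3), and the dotted line is the table median. Cd81 lay between 4.53 and 4.73 on the WT arrays and between 7.93 and 9.33 on the KO-labelled arrays, and Ifitm1 fell from a mean of 11.1 to 5.38.

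In all, 63 of 10021 tested genes passed an adjusted p of 0.05, 27 higher and 36 lower in the KO-labelled arrays. At the study's own threshold, an unadjusted p of 0.05 and a 1.5-fold change, 832 genes passed, 398 higher and 434 lower. Which direction held more genes depended on scaling, with 477 higher and 392 lower after median normalization and 362 and 523 after quantile normalization. The groups did not overlap for 2249 genes (22.4%), where chance gives 10%. In 9 of the 63 genes, 1 group was below the table median on every array, where log2 values compress a change. Cables1, Kir3dl1, Gpr55 and Izumo1r, named above for their large changes, are among them. A second row of Als2cl showed no difference (-0.01) beside 1.90 for the row used, and the rows of Itpripl2 gave -1.97 and -0.98, both genes being named after their values were seen. The count of 63 depended on single arrays, with 17 genes without WT1, 26 without WT2, 11 without WT3, 27 without KO2 and 9 without KO3, while the study's threshold was passed by 1258 genes without KO1 (744 of them lower) and by 245 higher genes without WT2. All 63 genes kept their direction without each array in turn, and 7 of them passed every time, namely Ifitm1, Tspan32, Dapl1, Ecm1, Runx1, Sytl3 and Cables1.

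Genes of cytotoxic effector function were lower in KO-labelled cells. Of 25 tested genes for granzymes, perforin, death ligands and granule proteins, 10 passed the study's threshold and all 10 were lower, with a median log2 difference of -0.79 over the list (adjusted p = 2.49e-06 and adjusted p = 0.187 with an estimated correlation). Over all genes only Fasl, the Fas ligand, fell (-2.54, SE 0.34, adjusted p = 0.0333), and 5 genes passed when adjusted over the list alone, Fasl included. As a mean deviation from each gene's own mean over the arrays, WT1 (0.0375) lay nearer KO1 (-0.202) than WT2 (0.818) and WT3 (0.665) for this list, with KO2 at -0.648 and KO3 at -0.670, and the call was kept without each array in turn. The list of NK cell markers described below, which also holds Gzma, was lower with the preset correlation. It was not called with an estimated one (camera, adjusted p = 0.238). Values for Gzma (-2.55, adjusted p = 0.216), Gzmb (-1.73, adjusted p = 0.262), Gzmk (-1.75), Prf1 (-0.69, adjusted p = 0.432) and Ifng (-0.83, adjusted p = 0.678, and 0.27 without WT2) did not pass over all genes. Of 15 NK-type receptor genes, 7 were lower at the study's threshold and none higher (median -0.99, adjusted p = 7.67e-06 and adjusted p = 0.187 with an estimated correlation). None of them passed over all genes and 5 did when adjusted over the list alone, with values of -1.61 for Cd160, -1.88 for Klrc1, -1.85 for Slamf7, -1.56 for Klrb1c and -2.03 for Klrk1, which encodes NKG2D.

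The Serpinb protease inhibitors, some of which protect cells from their own granzymes, were lower as a list (5 tested, median -1.30, adjusted p = 4.17e-05 and adjusted p = 0.225 with an estimated correlation). Serpinb1a and Serpinb9 (-1.30, adjusted p = 0.0329) fell over all genes, and 4 passed when adjusted over the list alone, Serpinb6b at -1.35 among them. All 3 tested Ifitm genes passed when adjusted over the list alone, Ifitm1 over all genes, while Ifitm2 (-2.97, adjusted p = 0.0581) and Ifitm3 (-2.67, adjusted p = 0.245) did not. The list was too short for a test. Other interferon-response genes were not called as a list (29 tested, median -0.03, adjusted p = 0.140), although they were lower without WT2 (adjusted p = 0.00356 and adjusted p = 0.473 with an estimated correlation) and with no filter on dim rows (adjusted p = 0.0404 and adjusted p = 0.631 with an estimated correlation). None of them passed over all genes, 4 did when adjusted over the list alone, all lower, and Ifit1 stood at -0.93 (adjusted p = 0.0594).

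Genes of naive and memory T cells were higher. Of 15 tested, 8 passed the study's threshold and none was lower at it (median 0.78, adjusted p = 7.98e-06 and adjusted p = 0.341 with an estimated correlation). Dapl1 rose over all genes, and when adjusted over the list alone 3 genes passed, with Il7r, the IL-7 receptor, at 2.57 (adjusted p = 0.0718) and S1pr1, a receptor for exit from lymphoid tissue, at 1.32. For this list WT2 stood apart at -0.945 (WT1 -0.427), and WT3 (-0.0752) lay nearer KO1 (0.162) than the other WT arrays, with KO2 at 0.627 and KO3 at 0.659, and the call was kept without each array in turn. Genes of the helper lineage were also higher (11 tested, 6 past the study's threshold, median 0.95, adjusted p = 4.11e-05 and adjusted p = 0.187 with an estimated correlation). Runx1 rose over all genes, and 5 genes passed when adjusted over the list alone, with Gata3 at 1.06 (adjusted p = 0.176), Tox at 1.12, Cd4 at 0.95 (adjusted p = 0.250) and Bcl6 at 1.02. Zbtb7b, which encodes the helper-lineage factor ThPOK, stood at 0.64 (adjusted p = 0.342). Runx1, Gata3, Cd4 and Zbtb7b are also named by the study, and this list was written after the study had been read. The call of the helper lineage list is therefore not independent evidence. CD4+CD8- cells had been sorted out of the KO-labelled cultures only. The CD8 lineage list was not called (7 tested, median -0.10, adjusted p = 0.324), with Itgae its only member to pass, both over all genes and adjusted over the list alone. Cd8a (-0.30, adjusted p = 0.554), Cd8b1 (-0.10, adjusted p = 0.818) and Eomes (-1.76, adjusted p = 0.331) did not pass.

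Several other lists were called. TCR signalling genes (20 tested, median 0.21, adjusted p = 0.000521 and adjusted p = 0.460 with an estimated correlation) had no member past either adjustment, 0 over all genes in limma and 0 adjusted over the list alone, with 1 past the study's threshold. ETS family genes (14 tested, median 0.22, adjusted p = 0.0152 and adjusted p = 0.460 with an estimated correlation) were led by Ets2, which rose by 1.33 (adjusted p = 0.0380) and alone passed when adjusted over the list alone, with Ets1 at 0.75 (adjusted p = 0.245). The study names both Ets1 and Ets2 for these cells, so the direction of this list is not independent of it. Gimap genes (8 tested, median 0.31, adjusted p = 0.0248 and adjusted p = 0.460 with an estimated correlation) were led by Gimap3 at 0.66 (adjusted p = 0.212). The ETS call was lost without WT2 (adjusted p = 0.128) or KO2 (0.0571), with quantile normalization (0.0782) and with no filter on dim rows (0.0965), and the Gimap call without WT2 (0.186) or KO2 (0.0988), its arrays overlapping between the groups (WT3 0.0838, KO1 0.0463). Lower were genes of sterol and fatty acid synthesis (27 tested, 7 past the study's threshold, median -0.55, adjusted p = 1.27e-06 and adjusted p = 0.460 with an estimated correlation), 3 of them when adjusted over the list alone, with Fads2 at -1.77 (adjusted p = 0.0604). The TCR signalling and sterol lists were called without each array in turn, but WT2 and KO2 stood farthest apart in both, at -0.452 and 0.285 for TCR signalling, where the other arrays lay between -0.00227 and 0.126, and at 0.641 and -0.646 for the sterol list, where the others lay between -0.275 and 0.129. Lower too were genes of ribosome biogenesis (19 tested, median -0.49, adjusted p = 0.00282 and adjusted p = 0.544 with an estimated correlation), with Fbl at -0.74 (adjusted p = 0.312), and regulators of effector T cells (12 tested, median -0.78, adjusted p = 0.0377 and adjusted p = 0.460 with an estimated correlation), with Xbp1 at -0.73 (adjusted p = 0.208). The ribosome biogenesis call was lost without WT2 (adjusted p = 0.295) or KO3 (0.112), and that of the effector regulators without WT2 (0.284), WT3 (0.0813) or KO2 (0.0988) and with quantile normalization (0.0782). In both lists the groups overlapped, KO1 (0.205 and 0.111) lying above WT1 (-0.0631 and -0.0558). The effector regulator list also holds Gzmb, Prf1 and Ifng, which the cytotoxic effector list counts too, so its call is not separate evidence on regulators.

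**Figure D3:**
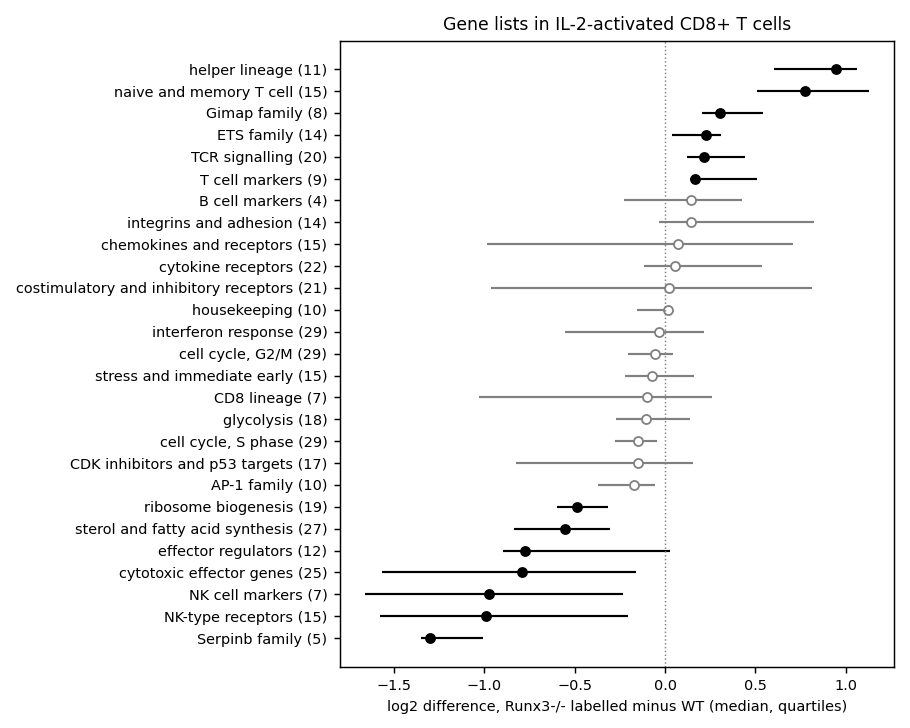
Median (points) and quartiles (lines) of the log2 difference between KO-labelled and WT arrays over the members of each tested list that was not taken from the study, apart from the list that checks sex labels, with the number of tested genes in parentheses. Filled black points are lists past an adjusted p of 0.05 by camera with its preset correlation, open grey points are not, and the medians run from -1.30 for the Serpinb family to 0.95 for the helper lineage list.

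Cell-cycle genes did not separate the genotypes but did separate 1 array. The S phase list (29 tested, median -0.15, adjusted p = 0.492) and the G2/M list (29 tested, median -0.06, adjusted p = 0.907) were not called, and the genes with the smallest p were Chaf1b (-0.64, adjusted p = 0.551) and Top2a (0.36, adjusted p = 0.744). KO2 stood at -1.39 for the S phase list and at -1.46 for the G2/M list relative to the mean of all arrays, while KO1 and KO3 stood at 0.68 and 0.46 and at 0.63 and 0.75. Without KO2 both lists were higher in the KO-labelled arrays, the S phase list with a median of 0.51 (adjusted p = 1.46e-05 and adjusted p = 0.566 with an estimated correlation) and the G2/M list with a median of 0.67 (adjusted p = 2.25e-12 and adjusted p = 0.381 with an estimated correlation). Without KO1 the S phase list was lower (adjusted p = 0.0247 and adjusted p = 0.747 with an estimated correlation), as was the G2/M list without KO3 (adjusted p = 0.0403 and adjusted p = 0.736 with an estimated correlation). WT2 and KO2 lay at the ends of the first principal component, at -40.3 and 42.4, which held 49.6% of the variance. Glycolysis (18 tested, median -0.10, adjusted p = 0.907) and housekeeping genes (10 tested, median 0.02, adjusted p = 0.840) were not called. Pdk1 (1.96, adjusted p = 0.126) was the only glycolysis gene past the adjustment over the list alone, and Gusb stood at -0.45. The glycolysis median was below 0 and its mean above, the housekeeping median was above 0 and its test downward, and with quantile normalization the tests of the G2/M, glycolysis and housekeeping lists turned upward (adjusted p = 0.728, 0.856 and 0.994).

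Receptors and chemokines went both ways. Of 21 costimulatory and inhibitory receptors 6 were higher and 7 lower at the study's threshold (median 0.02, mean -0.17, adjusted p = 0.848 upward), and when adjusted over the list alone 5 were higher, among them Btla at 0.90, and 4 lower, among them Tnfrsf9, which encodes 4-1BB, at -3.20 (adjusted p = 0.0677). Of 15 chemokine and chemokine receptor genes 3 were higher and 4 lower at the study's threshold (median 0.07, adjusted p = 0.750 downward, so that median and test differ in sign). Ccl3 fell over all genes, while adjusted over the list alone 3 were higher, with the gut-homing receptor Ccr9 at 3.14 (adjusted p = 0.143), and 3 lower, with Cxcr6 at -2.10 and Ccr2 at -1.55. Integrins (14 tested, median 0.14, adjusted p = 0.180), in which Itgae alone passed by either adjustment, and cytokine receptors (22 tested, median 0.06, adjusted p = 0.140), in which Il7r alone passed adjusted over the list alone, were not called with all arrays but were higher without WT3 (adjusted p = 0.0425 and 0.0152). With an estimated correlation those were adjusted p = 0.399 and 0.428. AP-1 genes (10 tested, median -0.17, adjusted p = 0.181), CDK inhibitors and p53 targets (17 tested, median -0.15, adjusted p = 0.285) and stress genes (15 tested, median -0.07, adjusted p = 0.333) were not called, the last being lower without KO2 (adjusted p = 0.0278 and adjusted p = 0.367 with an estimated correlation). Adjusted over the list alone, 1 CDK inhibitor or p53 target was higher, Fas at 0.68, and 3 were lower, and 3 stress genes were lower, among them Hmox1 at -1.31, while Fosl2 stood at -0.98.

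Markers of other cell types were mostly dim. The macrophage, neutrophil and erythroid markers with a row naming exactly 1 gene were 13 of 14, 11 of 11 and 7 of 12 listed. All of these lay below the table median on every array. Listed markers without such a row were not checked, and the marker counts below leave them out too. Of the dendritic cell markers, 11 of 14 were equally dim, and of the other 3, Cst3 stood at -0.59 (adjusted p = 0.226), H2-Eb1 at 0.39 (adjusted p = 0.405) and Cd74 at 0.80 (adjusted p = 0.463), with Cst3 alone past the adjustment over the list alone. B cell markers (4 tested, median 0.14, adjusted p = 0.750) went both ways, with 1 lower, Cd79b at -0.93 (adjusted p = 0.148), and 1 higher, Bank1 at 0.83 (adjusted p = 0.197), past the adjustment over the list alone, and of 7 innate T cell markers only Trgv1 was tested (-2.58, adjusted p = 0.134). NK cell markers were lower as a list (7 tested, median -0.97, adjusted p = 0.00163 and adjusted p = 0.238 with an estimated correlation), with 3 lower genes past the adjustment over the list alone, Klrb1c and Gzma among them, both of which the receptor and effector lists also hold, and WT1 (0.142) lay nearer KO1 (-0.137) than the other WT arrays (0.721 and 0.741). General T cell markers were higher (9 tested, median 0.17, adjusted p = 0.0152 and adjusted p = 0.460 with an estimated correlation), with 2 past the adjustment over the list alone, Cd2 at 0.56 (adjusted p = 0.197) among them, a call lost without WT2 (adjusted p = 0.103) or KO2 (0.154), the arrays at its ends (-0.491 and 0.282).

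Lists that the study drew from other samples were compared next. They hold its Runx3-regulated genes, those whose level changed and which Runx3 binds, and not all genes that changed. Such genes higher in resting Runx3-/- CD8-TC were also higher here, 62 of 119 tested at the study's threshold against 2 lower (median 0.72, adjusted p = 2.16e-27 and adjusted p = 0.187 with an estimated correlation), 11 over all genes and 50 higher and 2 lower when adjusted over the list alone. Such genes lower in resting cells were lower here, 34 of 84 against 3 higher (median -0.48, adjusted p = 1.02e-10 and adjusted p = 0.141 with an estimated correlation), 5 over all genes and 29 lower and 2 higher when adjusted over the list alone. Lists from NK cells (NKC) were tested in the same way. The resting NKC lists had medians of 0.20 for 202 genes (adjusted p = 5.87e-06 and adjusted p = 0.341 with an estimated correlation) and -0.14 for 471 genes (adjusted p = 0.00138 and adjusted p = 0.460 with an estimated correlation). The IL-2-activated NKC lists had medians of 0.06 for 944 genes (adjusted p = 0.0136 and adjusted p = 0.460 with an estimated correlation) and -0.09 for 656 genes (adjusted p = 0.0234 and adjusted p = 0.460 with an estimated correlation), and without WT2 neither was called (adjusted p = 0.0525 and 0.0513), nor was the lower list with quantile normalization (0.0782). In both higher NKC lists KO2 (-0.159 and -0.107) lay below every WT array. In the order given, 8, 1, 10 and 0 NKC genes rose and 3, 7, 3 and 8 fell over all genes, while adjusted over the list alone 15, 1, 19 and 0 were higher and 7, 12, 10 and 15 lower.

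The remaining lists were chosen by the study wholly or in part on these same arrays, so that their direction is not independent evidence. The lists above that were not taken from the study were written after it had been read. Some hold genes it names for these cells, so they are not fully independent either. Its proliferation genes were named for activated CD8-TC, NKC or both, and some of its named regulators, such as Cd4, Zbtb7b and Itgae, were already known as targets. Of the genes it called Runx3-regulated in this comparison, 161 higher and 166 lower genes were tested, with medians of 0.89 and -0.997. They were called by camera (adjusted p = 6.82e-76 and 4.10e-75 and adjusted p = 0.0898 and 0.0878 with an estimated correlation), and 21 rose and 30 fell over all genes, against 160 and 164 when adjusted over the list alone. Among 10 tested genes named as promoters of proliferation, 8 were lower at the study's threshold, and the list was lower (median -1.30, adjusted p = 2.47e-08 and adjusted p = 0.0878 with an estimated correlation). Fhl2 (-2.28), Itgae and Pik3cg (-1.34) fell over all genes, and 8 passed when adjusted over the list alone. Kit (-1.62), Tnfrsf9 (-3.20), Rab27b (-1.25), Myc (-0.93) and Slc16a1 (-0.70) did not pass over all genes, nor did Myb (1.02, adjusted p = 0.466), whose mean was higher, and Il2ra (-0.30, adjusted p = 0.514). All 5 genes named as inhibitors of proliferation were higher at the study's threshold (median 0.86, adjusted p = 3.59e-09 and adjusted p = 0.114 with an estimated correlation) and when adjusted over the list alone. Tspan32 and Runx1 rose over all genes, and Grap (0.86), Inpp4b (0.81) and Smad3 (0.66) did not pass. The 7 genes of the quantitative PCR list, Lrig1 (1.86, adjusted p = 0.0970) among them, all passed when adjusted over the list alone, 3 higher and 4 lower, and 1 rose and 3 fell over all genes. As a list they were not called (adjusted p = 0.338), nor were the 9 genes of the named regulator list (adjusted p = 0.0939, but without WT3 adjusted p = 0.0375 and adjusted p = 0.434 with an estimated correlation), of which 2 rose and 2 fell over all genes and 6 higher and 3 lower passed when adjusted over the list alone. No tested list of the 40, of which 23 were called with the preset correlation (11 higher, 12 lower), was called with an estimated correlation. Lists drawn from these same arrays were not called with it either, so a missing call does not show an unchanged list. Fry called 8, namely the resting and IL-2-activated CD8-TC lists in both directions, the proliferation promoters and inhibitors, the helper lineage and Serpinb lists. Cytotoxic effector genes (adjusted p = 0.0571), NK-type receptors (0.0511) and naive and memory genes (0.0711) were not called by fry.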

Values the study reported

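The study reported 501 genes that responded to the loss of Runx3 in IL-2-activated CD8-TC, with up- and down-regulated genes about equally frequent. Of these, 341 were called Runx3-regulated because Runx3 also bound them at a site with its motif. It measured 7 genes by quantitative PCR in the same kind of cells, on RNA pooled from 3 biological repeats, and 4 were lower and 3 higher, in the same direction as on its arrays.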

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

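The results in this part came from rows outside the named genes, whose test was planned, while the count over splits of the arrays was chosen after the counts of genes were known. Among 8825 bright rows with no gene named here or with several genes, 4 passed an adjusted p of 0.05 in limma, 3 higher and 1 lower in the KO-labelled arrays. These rows enter no comparison of named genes. Whether they read transcripts of the tested genes was not tested, so they are not taken as separate data. The row with the smallest p, 10343755, rose by 4.21 (SE 0.203, adjusted p = 0.00152), from 4.18 to 4.48 on the WT arrays to 8.25 to 8.80 on the KO-labelled arrays. Row 10521678 fell by 2.48 (SE 0.215, adjusted p = 0.0259). What these rows measure was not analysed here.

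The 6 arrays can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The split by genotype was the 1 split that gave 63 genes past the adjusted threshold, and the highest of the other splits gave 0 in limma, with up to 499 at the study's threshold. At the study's threshold the genotypes gave 832 genes, again reached by 1 of the 10 splits. The 499 genes came from WT1, WT2 and KO1 against WT3, KO2 and KO3.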

How the results depend on the processing

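Among the settings below, the fits without WT2 and KO2 and with the cell-cycle covariate were chosen after the data were seen. All 63 genes past the adjusted threshold, where tested, kept their direction under every setting, but their number moved. It was 36 (16 higher, 20 lower) with no filter on dim rows, 14 (6 and 8) against a 1.5-fold change, 547 (242 and 305) with array weights, which favoured WT1 (3.10) and KO3 (2.74), and 0 (0 and 0) in the unmoderated linear model, where 1173 genes had an unadjusted p under 0.05. The fit of all rows, named or not, gave 49 rows. Trend and robust priors, a mean filter, both scalings and the mean of rows gave 60 to 79 genes, and the fits added later gave 57 and 80. With the replicate block the count was 1 (1 higher, 0 lower), with 711 genes at the study's threshold and 23 lists called. After each gene's group mean was subtracted, same-numbered arrays correlated at -0.131, -0.369 and -0.133, and no WT array correlated best with its own number. The array values themselves correlated at 0.891 to 0.973 between groups. What remains of 3 arrays per group after subtraction is not free to vary, so this check is weak. The numbers are not taken as pairs, but pairing is not excluded. Leaving out each array gave 9 to 67 genes (5 to 20 higher, 3 to 47 lower). At the study's threshold 1707 rows (1087 higher) passed in the fit of all rows. The count of genes was 508 (241 and 267) in the unmoderated model, and 651 to 1258 (245 to 514 and 301 to 744) without 1 array. Runx3 did not pass under any setting and lay between 0.13 and 0.58 without 1 array. Against 23 lists called by camera, also 23 with ranks, 24 with no filter and 20 with quantile normalization, 0 were called with an estimated correlation and 8 by fry, and 17 to 25 were called without 1 array. The cause of these changes was not tested, except that fewer arrays or more rows enter some fits. Directions turned only for results that had not passed with all arrays. Without WT2 and KO2 these were Myb (-0.032), Chaf1b (0.035) and Ifng (0.33), and with array weights Ifng (0.095). Without 1 array Ifng lay between -1.42 and 0.27 (above 0 without WT2) and Cd8b1 between -0.26 and 0.016 (above 0 without KO1). For lists, as adjusted p, they were costimulatory and inhibitory receptors (0.978 with the block, 0.451 to 0.940 without 1 array, turned without WT1 at 0.740 and KO2 at 0.787), glycolysis (0.927 with the block, 0.856 quantile-normalised, 0.155 to 0.940 without 1 array, turned without WT2 at 0.246, KO1 at 0.940 and KO2 at 0.370), housekeeping (0.994 quantile-normalised, 0.486 to 0.978 without 1 array, turned without WT2 at 0.783 and KO2 at 0.969), B cell markers (0.328 to 0.891 without 1 array, turned without KO2 at 0.891), S phase (1.46e-05 to 0.544 without 1 array, turned without WT2 at 0.544 and KO2) and G2/M (0.728 quantile-normalised, 2.25e-12 to 0.976 without 1 array, turned without WT1 at 0.976, WT2 at 0.600 and KO2). The S phase and G2/M lists were called in the turned direction without KO2 alone. The table holds no background level, so the limit that dim signal sets was not measured.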

Other observations

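In this part, all tests on WT1, the tests of a dim array and of the cell-cycle covariate on KO2, and the test of related neighbours were chosen after the result was seen, and the other tests were planned before their results. Genes past the study's threshold often lay next to each other. Tspan32 and Cd81, neighbours on chromosome 7, rose by 3.55 and 4.17, and elsewhere on that chromosome Ifitm2 (-2.97), Ifitm1 (-5.70) and Ifitm3 (-2.67) were lower side by side. On chromosome 9, Ccr9 (3.14) and its neighbour Lztfl1 (1.97) were higher, whereas Cxcr6 (-2.10) and its neighbour Ccr2 (-1.55) were lower. Gpr15 (-2.47) and Cldnd1 (-1.68), neighbours on chromosome 16, both fell over all genes. The metallothionein genes Mt1 (-2.18, adjusted p = 0.172) and Mt2 (-2.24, adjusted p = 0.215) also lie side by side.

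Neighbouring genes past the study's threshold in the same direction formed 70 pairs among 9999 placed genes, 36 higher and 34 lower, against 24 to 46 in 95% of 10000 shuffles and at most 58, which argues against chance placement. Without pairs whose symbols share their first letters 55 remained, against 22 to 44 (2 of 10000 shuffles gave as many). Related genes in tandem with such symbols therefore do not account for all of it. Related genes with other symbols, such as the chemokine receptors Cxcr6 and Ccr2, stayed among the 55, so their part was not measured. The rule for shared letters was corrected after its first result was seen. In the other split with the most genes the pairs numbered 13, within 8 to 23 by shuffling. In the next they numbered 19, within 7 to 21 but near its upper end (759 of 10000 shuffles gave as many or more). Neither count left its range, which argues against neighbours varying together in any comparison of these arrays. Among the 100 tested genes nearest Runx3, 4 passed where 8.31 are expected. This argues against a chromosome segment, carried along with the targeted allele, that changes many of them. A segment that changes only a few would not raise the count above 8.31, so the test cannot decide on that. No biological explanation was tested, nor were overlapping transcripts.

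The array WT1 had Xist 7.24 log2 units above every other array and 0 of 3 Y-linked genes above the table median, values a female mouse would give. A mix of male and female RNA is argued against, since Eif2s3y allows at most 2.51% of male RNA. Of the 17 genes called without this array it lay nearer the KO-labelled mean for 2 (11.8%, exact 95% upper limit 36.4%; Ier3 and Klrb1c), which argues against an array of the other genotype, though genes are not independent and the bound set for this test was loosened after the value was seen. Without WT1, 14 of the 63 genes still passed, which argues against its odd sex as the source of those 14 differences. A wrong sex label and an exchange with another WT mouse stay open, as does a part of WT1 in the other differences, since WT2 and WT3 lying beyond all 3 KO-labelled arrays in all 63 genes and the median ratio of 1.01 (0.870 to 1.12) between log2 changes without and with WT1 come from genes chosen with it in the fit.

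The array KO2 was low for cell-cycle genes, with a G2/M median of -2.18 against the mean of KO1 and KO3. The lowest of 10000 random lists of matched expression reached -0.54, which argues against a dim array as the whole cause. Of 19 histone genes, most of them expressed in S phase and none in the G2/M list, 18 were lower in KO2 than in both other KO-labelled arrays (median -0.81), consistent with fewer dividing cells in this culture. With the G2/M mean as a covariate the median ratio of log2 changes over the 63 genes was 0.998 (0.987 to 1.01), but the group means of that list differed by only -0.06, so this fit could hardly move any change. Whether cell-cycle state contributes to the differences stays open, as does which KO-labelled arrays better represent Runx3-/- cultures.

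At the study's threshold 832 genes passed here with moderated p-values, and 508 in the unmoderated linear model, both with the table median in place of the background level. The first is higher than the number quoted from the study above, and the second shows nothing on its own, since the unmoderated test was also tried with several floors against the length of the study's list once the data were seen.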
